A study of Mus musculus with 5 samples. Its data were reported in "Notch signaling is a driver of glandular stem cell activity and regenerative migration after damage" (2025).

How the data were processed

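Single-cell RNA-seq was analysed in 5 libraries of mouse submandibular salivary gland cells. They were untreated 7-day salivary gland organoids (mSGOs), 7-day mSGOs irradiated on day 5 with 7 Gy of photons, 7-day mSGOs irradiated on day 5 with 7 Gy of protons, untreated 11-day mSGOs and freshly isolated gland tissue. Groups were taken from the sample labels, which give 1 library per group. The labels state that 45000 cells that excluded propidium iodide were sorted per library and loaded for droplet-based 3′ library construction (10x Genomics). They also state that the 11-day mSGOs came from another batch of animals and a separate run.

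For each library the authors deposited a matrix of whole-number counts of unique molecular identifiers (UMIs) per gene and cell barcode, with gene and barcode lists. The file headers name software version 3.0.1 for the 7-day and tissue matrices and version 7.0.0 for the 11-day matrix. Per the study's methods, only reads that carried both a cell barcode and a UMI entered the alignment, and cells were filtered afterwards. The gene list held 31053 genes for the 7-day and tissue libraries and 32285 for the 11-day library, of which 30406 were in both. No barcode in any of the 5 matrices had fewer than 500 UMIs, so the matrices had already been filtered. No barcode annotation was used, and clusters and names below were rebuilt. Gene coordinates were taken from the GENCODE vM39 annotation of GRCm39 by matching Ensembl gene IDs, which found 30144 of the 31053 and 31674 of the 32285 IDs. The study's methods name GRCm39, while the file headers name no build, and the gene lists differ between libraries. Coordinates therefore give the position of a gene in that annotation, and not the build used for counting.

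Barcodes were kept with at least 200 detected genes and a mitochondrial UMI share of at most 5%. Doublets were then scored in each library with Scrublet (scanpy 1.11.5) at an expected rate of 0.8% per 1000 barcodes. Where the automatic threshold marked under 0.5% of barcodes, the highest scores up to the expected rate were removed instead. This was the case for the control (378 barcodes, 5.50%) and the proton library (2559, 14.3%), whereas the automatic threshold was used for the photon library (1350, 7.38%). Doublet removal therefore differed between the irradiated libraries, and doublets of cells of the same kind are not found by such a caller. In the 11-day library 855 doublets were removed and in the tissue library 16. The threshold on detected genes named in the study's methods (2500) was not used for the main values because it would keep few barcodes of the 7-day libraries (199 of the control). Both readings of it, as a lower and as an upper limit, were run as alternatives.

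UMIs were summed over the kept barcodes of a library and scaled to the library's total to give CPM. Ratios are log2 ratios of CPM with a pseudocount of 1 CPM. Intervals at the 95% level are exact Poisson intervals for CPM, conditional exact binomial intervals for ratios, and Clopper-Pearson intervals for shares. All of them cover counting error only. With 1 library per group no test was run and no p-value was computed. A gene with 0 UMIs in a library was set at a floor of 3 counts and its fold is given as a bound. Comparisons with the 11-day library were made over the genes in both gene lists. The median ratio of all genes in a comparison was computed over the genes that passed the rule for named genes, at least 200 UMIs in the libraries compared and 20 CPM in the higher one.

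Genes were named by a rule fixed before the data were examined, as were the groups, filters, gene lists, cell type markers and most alternatives. The rule takes the genes that the study names for a comparison and, per comparison, the 5 highest and the 5 lowest ratios among the genes that passed the 2 minimums above. For irradiation the ranking value was the smaller of the photon and proton ratios where both had the same sign. A gene picked by this rule is not reported here. A total of 16 gene lists were used. They were interferon response, p53 targets, G2/M genes, S phase genes, Notch pathway, luminal duct, basal duct, myoepithelial, pro-acinar, stem/progenitor I, stem/progenitor II, epithelial-mesenchymal, dissociation stress, mitochondrially encoded, nuclear respiratory chain and nuclear retained transcripts. The stem/progenitor lists include markers by which the study named these populations in mSGOs. Genes of a list with at least 10 UMIs in the libraries compared were used. The median of each list was placed among 10000 random lists of the same size matched on mean expression, and the percentile describes these libraries only.

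Clustering used 2000 highly variable genes, counts scaled to 10000 per barcode, 30 principal components, 15 neighbours and the Leiden algorithm (leidenalg 0.10.2) at a resolution of 0.8. It was run on the merged 7-day libraries without integration, and on the control 7-day, the 11-day and the tissue library alone. A cluster was named after a cell type, as X-like, when at least 3 markers of that type had at least 5 UMIs and were at least 2 times higher than in the other barcodes, and at least 1 of them was among the cluster's 10 genes with the highest fold. Where several types qualified, the type with the most markers among those 10 genes gave the name. The markers were fixed beforehand, while these naming thresholds were set after the data had been seen. Detection shares were computed after thinning every barcode to 1000 UMIs, leaving out barcodes with fewer. Thinning is a random draw, and the values given at 1000 UMIs do not all come from the same draw.

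The correlation of the photon and proton ratios was compared with 200 simulated sets of unchanged libraries, because both ratios share the control library. The calculation of ratios and percentiles was tested on simulated data for the photon comparison, over 4253 genes of which 200 were changed. Among as many of the largest differences, 99.5% were changed genes, and the interval held the true ratio for 94.5% of genes. A list of raised genes reached percentile 100, and 4.00% of 100 unchanged lists of 20 genes fell outside the middle 95%. The median percentile of these unchanged lists was 57.85. The changed genes were given larger differences than most genes of the real comparison had, and only counting error was simulated. The check therefore shows that the calculation works, and not how well small differences are found in these libraries.

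Alternatives fixed beforehand were other limits on genes per barcode and on the mitochondrial share, doublets kept, median-of-ratios size factors, TMM factors (edgeR 4.0.16 in R 4.3.3), a mean of each barcode's own CPM, CPM without mitochondrial and nuclear retained transcripts, thinned barcodes, a pseudocount of 0.1 CPM, other clustering settings and other thinning depths. Subsets with a Malat1 share of at least 1% or with at least 2000 UMIs were added after the data had been seen, as were the alternatives for proton against photon. Other software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, igraph 0.11.9 and matplotlib 3.10.9. RNA velocity, cell-cell interaction and integration of libraries were not analysed here.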

Results

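Single-cell RNA-seq was used to describe mouse salivary gland organoids (mSGOs), which are cultures grown in Matrigel, a basement membrane gel, from dissociated cells of the submandibular salivary gland. The data comprised 5 libraries. They were untreated 7-day mSGOs (control), 7-day mSGOs that had received 7 Gy of photons on day 5, 7-day mSGOs that had received 7 Gy of protons on day 5, untreated 11-day mSGOs, and freshly isolated gland tissue. Organoids came from 4 animals, and the 11-day mSGOs were made from other animals and processed in a separate run. Each group held 1 library, so there were no replicates and no difference was tested. The intervals given with each value are 95% intervals for counting error alone and do not include variation between animals, cultures or library preparations. Those of CPM and of log2 ratios also leave out variation between cells.

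The deposited matrices held 7151 barcodes and 16908611 UMIs for the control, 19189 and 30957157 for photons, 18635 and 29509628 for protons, 14266 and 40166701 for 11-day mSGOs, and 13547 and 19792416 for fresh tissue. After filtering, 6494 control, 16934 photon, 15325 proton, 9484 11-day and 1402 tissue barcodes were kept. In the tissue library 11597 barcodes had fewer than 200 detected genes. The kept barcodes held 15837177, 27133168, 24759147, 32103093 and 5925403 UMIs in the same order. Their median UMI number was 899 in the control, 1064 in the photon, 966 in the proton, 3026 in the 11-day and 2378 in the tissue library. The median number of genes per barcode was 447, 522, 493, 1593 and 278. The number of barcodes kept moved most when at least 2500 genes were required, which left 199 control, 245 photon, 211 proton, 841 11-day and 26 tissue barcodes.

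UMIs were unevenly spread over the barcodes of the 7-day libraries. Barcodes with at least 2000 UMIs made up 29.4% of the kept control barcodes, 16.5% of the photon and 17.6% of the proton barcodes, and held 75.9%, 47.8% and 52.9% of the UMIs. The share of UMIs from Malat1, a transcript that stays in the nucleus (chromosome 19, 5845717 to 5853602 in GRCm39), was at least 1% in 1040 control barcodes (16.0%), 1584 photon barcodes (9.35%) and 1373 proton barcodes (8.96%). In the 11-day library this was the case for 9369 barcodes (98.8%) and in fresh tissue for 158 (11.3%). Values over all kept barcodes of the 7-day libraries therefore include many barcodes with few UMIs and little Malat1, and values for the barcodes with a Malat1 share of at least 1% are given beside them for lists and genes that changed direction there.

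**Figure D1:**
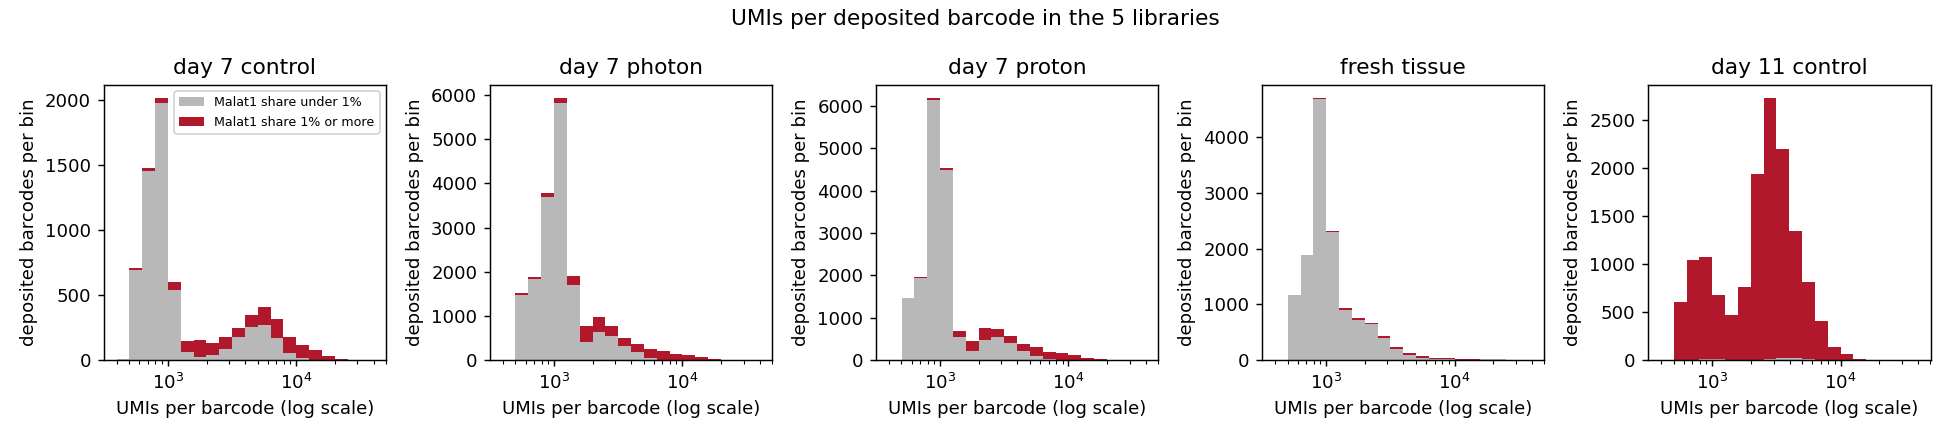
Number of deposited barcodes by UMIs per barcode (log scale on the x axis) in each of the 5 libraries, split into barcodes with a Malat1 share under 1% (grey) and of at least 1% (red). Most barcodes of the 7-day libraries lie near 1000 UMIs and are grey, whereas nearly all 11-day barcodes are red.

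To describe the populations in 7-day mSGOs, the 3 7-day libraries were merged and clustered, which gave 8 clusters. Only cluster 8, with all 10 cycling markers at least 2 times higher than in the other barcodes, met the rule for a name (cycling-like). Clusters 1 and 2, with median UMI numbers of 809 and 1048, together held 67.5% of control, 79.5% of photon and 79.2% of proton barcodes, and 22.4%, 48.9% and 44.2% of the UMIs. Cluster 3 (15.98%, 11.10% and 11.67% of barcodes) had a median of 3001 UMIs and a median Malat1 share of 0.0652%. Cluster 4 held 5.65%, 2.92% and 2.81% of barcodes, cluster 5 held 3.603%, 3.48% and 2.54%, cluster 6 held 4.40%, 2.16% and 2.87%, and cluster 7 held 1.74%, 0.543% and 0.581%. None of clusters 1 to 7 had 3 markers of any type at that fold. Their shares describe the libraries and are not compared, because the genes that set them apart differed between the libraries. The control library alone gave 6 clusters, of which 1 was cycling-like (56 barcodes, 0.862%, and 0.443% to 9.05% over 12 alternatives). A cluster of 399 control barcodes (6.14%) had 5 pro-acinar markers at that fold and a cluster of 106 (1.63%) had 4 stem/progenitor I markers. Both stayed unnamed because none of these markers was among their 10 leading genes, a condition set after the data had been seen. The same rule named a pro-acinar-like cluster in the control library under 2 alternatives, with 115 of 1040 barcodes (11.1%) at a Malat1 share of at least 1% and 77 of 199 (38.7%) with at least 2500 genes. Names were rebuilt from fixed markers, so differences in cell types from the study can come from the naming.

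To find what irradiation changed, the photon and the proton library were each compared with the control. Over 4454 genes the median log2 ratio was 0.08 for photons and 0.10 for protons. Median-of-ratios scaling moved these medians to -0.034 and 0.011, so changes are also given relative to the median of all genes. The ratios had an SD of 0.267 and 0.284, and 93.5% and 93.2% of the genes lay within 0.5 of no change.

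Interferon response genes were the most raised of the 16 lists in both comparisons. Their median log2 ratio was 1.31 (1.073 to 1.497) after photons and 1.46 (1.18 to 1.55) after protons, which is 1.23 and 1.36 relative to all genes. In each comparison 20 of 21 genes were higher, and the median was at percentile 100 of the random lists. Requiring at least 2500 genes moved the photon value most, to 1.82, and a pseudocount of 0.1 CPM the proton value, to 1.74. These genes were lowly expressed in the control, with a median of 2.72 CPM against 7.04 and 6.83 CPM after photons and protons. The 22 immune cell markers also rose, from 15.8 CPM in sum to 27.8 and 23.8 CPM, of which the macrophage marker Cd68 gave 14.5, 26.5 and 23.1 CPM.

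p53 target genes had a median log2 ratio of 0.49 (0.35 to 0.53) after photons and 0.50 (0.43 to 0.60) after protons, or 0.41 and 0.40 relative to all genes, with 20 and 22 of 22 genes higher (percentile 100 in both). G2/M genes were lower, with medians of -0.79 (-0.89 to -0.72) and -0.78 (-0.86 to -0.68), or -0.88 in both relative to all genes. All 22 genes were lower in both libraries (percentile 0). S phase genes had medians of -0.17 and -0.32 (percentile 0 in both). These directions were kept under each of the 14 alternatives.

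The study linked Notch signalling to irradiation through gene expression per cluster, inferred cell-cell interactions, activated NOTCH1 and JAG1 protein, bulk RNA and irradiated tissue. The list median below covers the summed RNA of a whole library and was not set against those measures. The Notch pathway list had a median log2 ratio of 0.07 (-0.12 to 0.12) after photons and 0.11 (-0.05 to 0.19) after protons. Relative to all genes this was -0.012 and 0.0038. Of 15 genes 8 were higher after photons and 9 after protons, and the medians lay at percentiles 40.4 and 57.4. Members ran from -1.03 to 0.90 and from -0.90 to 1.06, so the median decides little about the list as a whole. Among barcodes with a Malat1 share of at least 1% the photon value relative to all genes was 0.10, outside the counting interval of the value over all barcodes, and the proton value was 0.036.

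Among the remaining lists, luminal duct genes were lower (medians -0.33 and -0.17, percentiles 0.0250 and 1.79), as were myoepithelial genes (-0.42 and -0.13, percentiles 0.0900 and 4.96). Nuclear respiratory chain genes had medians of -0.011 after photons and -0.22 after protons (percentiles 25.9 and 0.010). Nuclear retained transcripts had medians of -0.21 and -0.51 (percentiles 1.54 and 0.0300), and mitochondrially encoded genes of -0.10 and -0.094 (percentiles 2.22 and 3.67). The photon value of the nuclear retained list, and both values of the mitochondrially encoded list, changed sign among barcodes with a Malat1 share of at least 1%, to 0.22, 0.33 and 0.30 relative to all genes. Stem/progenitor I markers had medians of 0.25 and 0.23 (percentiles 96.5 and 92.8) and stem/progenitor II markers of 0.11 and 0.14 (percentiles 66.6 and 65.9). Basal duct genes had medians of 0.098 and 0.042 (percentiles 74.9 and 43.6). Their values relative to all genes, 0.017 and -0.060, changed sign under 6 alternatives for photons and 1 for protons. The dissociation stress list had medians of -0.077 and 0.021 (percentiles 1.41 and 19.3), with 9 genes higher and 9 lower in each library. Medians of the epithelial-mesenchymal list were 0.055 and 0.13 (percentiles 36.4 and 72.0) and those of the pro-acinar list 0.078 and 0.021 (percentiles 47.4 and 29.4). Pro-acinar members ran from -1.65 to 0.41 and from -1.81 to 0.62, so a median near that of random lists does not show that the list stayed unchanged. Relative to all genes, the photon value of the epithelial-mesenchymal list changed sign among barcodes with a Malat1 share of at least 1% (0.12), as did the proton values of the basal duct (0.056) and dissociation stress lists (0.018).

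**Figure D2:**
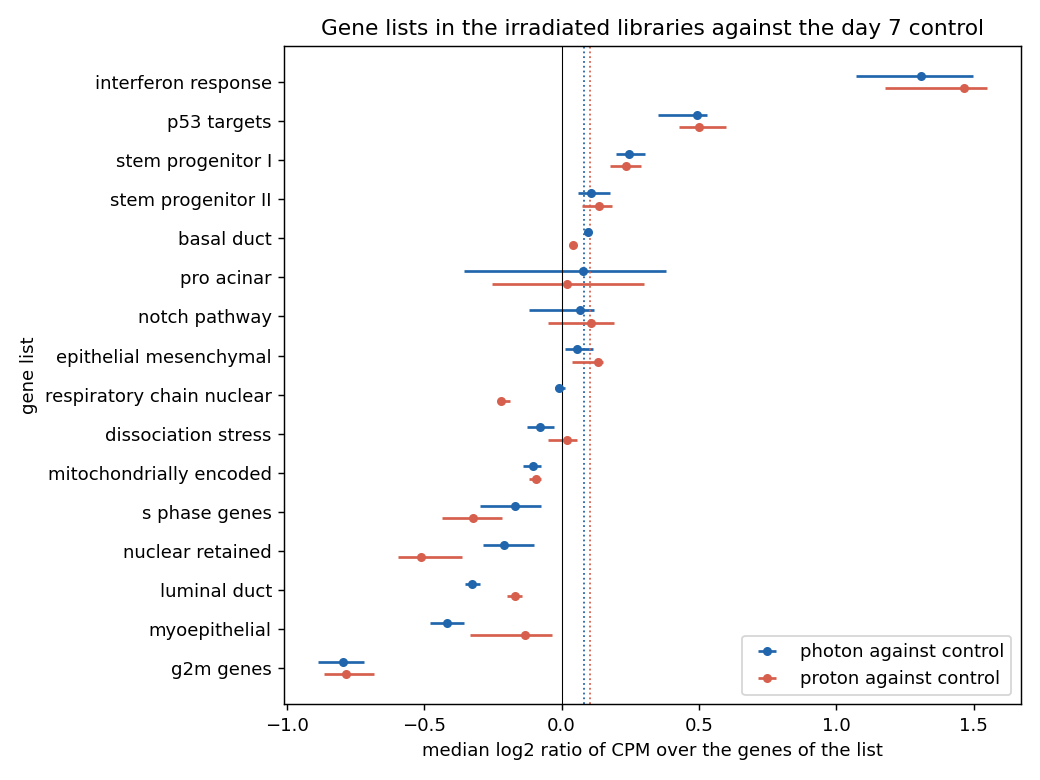
Median log2 ratio to the control of each gene list after photons and after protons, with bars for the 95% interval from counting error and dotted lines at the median of all genes (0.08 and 0.10). Interferon response and p53 target genes lie above the dotted lines and G2/M genes below them in both libraries.

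Single genes of the Notch pathway moved both ways. Notch1 (ENSMUSG00000026923, chromosome 2, 26347915 to 26406675, minus strand, GRCm39) was at 144 CPM (138 to 150) in the control, 184 CPM (179 to 189) after photons and 206 CPM (201 to 212) after protons. The log2 ratios were 0.35 (0.28 to 0.42) and 0.52 (0.44 to 0.59), or 0.27 and 0.41 relative to all genes. The photon value moved to -0.015 when each barcode was thinned to 1000 UMIs, a change of direction, and to 0.54 at its highest, whereas the proton value stayed between 0.17 and 0.76. Hes1 (ENSMUSG00000022528, chromosome 16, 29882134 to 29886643, plus strand), a target of Notch signalling, rose from 56.2 CPM (52.6 to 60.0) to 106 (102 to 110) and 119 CPM (114 to 123), log2 ratios of 0.90 (0.79 to 1.01) and 1.06 (0.96 to 1.17). Relative to all genes the Hes1 ratio stayed between 0.71 and 1.30 for photons and between 0.85 and 1.51 for protons. Notch2 and Notch3, named after their values were seen, were lower in both libraries, with log2 ratios of -1.03 (-1.29 to -0.77) and -0.90 (-1.16 to -0.64) for Notch2 and of -0.44 (-0.71 to -0.16) and -0.42 (-0.70 to -0.14) for Notch3. The alternatives were not run for either gene. In the control clustered alone, Notch2 was among the 10 leading genes of a cluster of 1036 barcodes with a median Malat1 share of 0.0389%. Merged cluster 3, of like size in the control (1038), held 33.0% of control, 19.2% of photon and 21.85% of proton UMIs. A different mix of barcodes therefore stays open for the lower Notch2. Hmga2 (ENSMUSG00000056758, chromosome 10, 120197173 to 120313095) had log2 ratios of 0.79 (0.70 to 0.87) and 0.58 (0.49 to 0.66), and Sox9 (ENSMUSG00000000567, chromosome 11, 112673009 to 112678586) of 0.68 and 0.76. The ligand Jag1 (ENSMUSG00000027276, chromosome 2, 136923373 to 136958693) had log2 ratios of -0.11 (-0.22 to -0.0094) and 0.0025 (-0.10 to 0.11). Its photon ratio relative to all genes, -0.19, became 0.27 among barcodes with a Malat1 share of at least 1%. Jag2 had log2 ratios of -0.24 and -0.13, Itgb1 of 0.34 and 0.14, Cd44 of 0.18 and 0.24, and Itgb4 of 0.038 and -0.044. Relative to all genes, the proton ratios of Jag2 and Itgb4 changed sign among barcodes with a Malat1 share of at least 1% (0.072 and 0.097), and that of Cd44 with at least 2500 genes (-0.020).

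The 5 genes with the highest smaller ratio were Isg15 (ENSMUSG00000035692, chromosome 4, 156283883 to 156285303), Psca (ENSMUSG00000022598, chromosome 15, 74586682 to 74588918), Serpine2, Arg1 and Nphs1 (ENSMUSG00000006649, chromosome 7, 30157740 to 30186675). Isg15 had log2 ratios of 1.53 (1.37 to 1.70) after photons and 1.74 (1.58 to 1.91) after protons, Psca of 1.84 (1.77 to 1.92) and 1.28 (1.203 to 1.356), and Nphs1 of 1.18 (1.01 to 1.35) and 2.45 (2.29 to 2.61). Serpine2 was at 1.26 and 1.40 and Arg1 at 1.63 and 1.26. The 5 lowest were Aqp5 (ENSMUSG00000044217, chromosome 15, 99488532 to 99492710) at -1.65 (-1.86 to -1.44) and -1.81 (-2.03 to -1.59), Mki67 (ENSMUSG00000031004, chromosome 7, 135291513 to 135318299) at -1.41 (-1.63 to -1.19) and -1.29 (-1.51 to -1.07), Birc5 at -1.17 and -1.04, Cdc20 at -1.06 and -0.97, and Cenpf at -1.15 and -0.93. None of these 10 genes changed sign under any of the 14 alternatives.

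The photon and proton ratios moved together across the 4454 genes, with a Pearson correlation of 0.787 (Spearman 0.764) and the same sign for 81.3% of genes. Genes are not independent replicates, and both ratios share the control library. Simulated unchanged libraries that shared a control gave a correlation of 0.622 (0.589 to 0.653 over 200 draws) and the same sign for 71.4% of genes with counting error alone, and of 0.517 (0.481 to 0.553) and 67.2% when each library was given a spread of its own. The observed correlation moved most when at least 2500 genes were required, to 0.711.

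**Figure D3:**
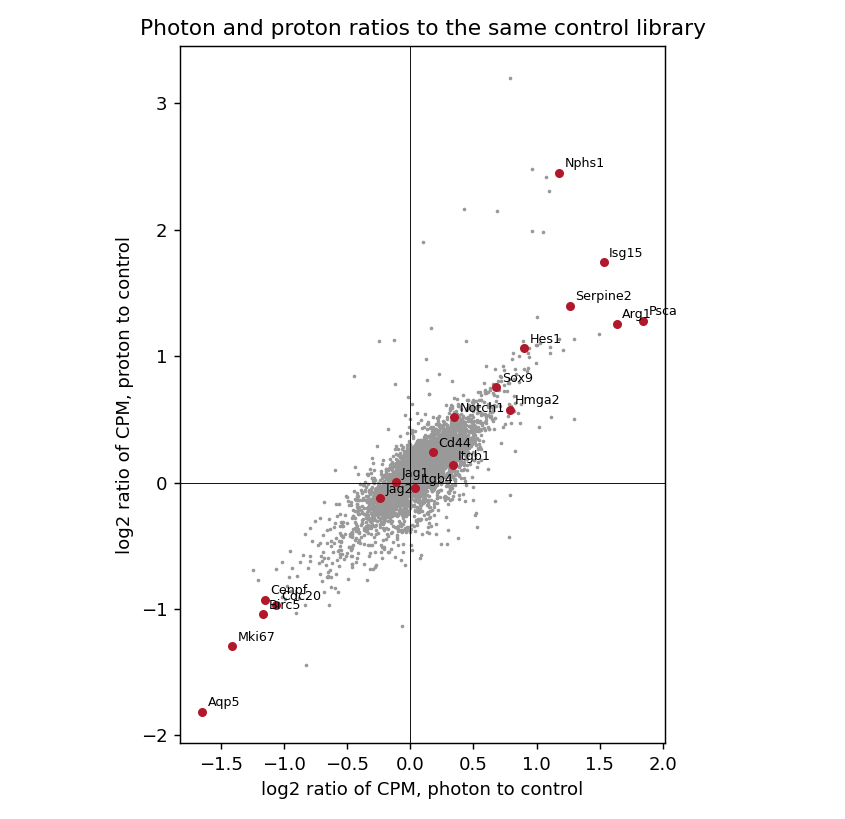
Log2 ratio to the control after protons (y axis) against that after photons (x axis), 1 point per gene for 4454 genes, with named genes in red. The points follow a rising band (Pearson correlation 0.787), part of which the shared control gives on its own (0.622 in simulated unchanged libraries).

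To see whether the radiation types differed, the proton library was compared with the photon library. The median log2 ratio of 4372 genes was 0.02, with an SD of 0.181, and 98.4% of genes lay within 0.5 of no change. The Notch pathway list had a median of 0.12 (0.048 to 0.17), with 12 of 15 genes higher and a percentile of 99.02. Relative to all genes this was 0.095, which moved most when at least 2500 genes were required and then changed direction (-0.065), and it was 0.0034 among barcodes with a Malat1 share of at least 1%. Notch1 had a log2 ratio of 0.17 (0.11 to 0.22), Hes1 of 0.16 (0.090 to 0.24), Jag1 of 0.12 (0.025 to 0.21) and Jag2 of 0.11 (0.0088 to 0.22). Relative to all genes, Hes1 changed sign among barcodes with a Malat1 share of at least 1% (-0.0088) and Jag1 with at least 2500 genes (-0.065). Hmga2 (-0.21, -0.27 to -0.15) and Itgb1 (-0.20, -0.24 to -0.15) were lower in the proton library. Nuclear respiratory chain genes were also lower (-0.17, percentile 0), while p53 targets (0.13, percentile 99.9) and the dissociation stress list (0.12, percentile 99.6) were higher. Among the highest ratios were those of Nme2 (2.41), CAAA01147332.1 (1.80), Chd9 (1.52) and Gm9817 (1.47), and the lowest those of Defb14 (-1.21), Sprr2e (-1.07), AY036118 (-0.88), Rps27rt (-0.88) and Sprr2i (-0.82). Sprr2i changed sign with at least 2500 genes (1.23 relative to all genes). Nme2, Rps27rt, CAAA01147332.1, Gm9817 and AY036118 overlap or closely resemble other genes, so their counts are uncertain. Of the 50 largest differences, 34.0% were ribosomal protein genes, gene copies or unnamed gene models, against 2.54% of all genes.

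Cycling-like barcodes were compared as a class. They made up 71 of 6494 control barcodes (1.09%, 0.855 to 1.38), 50 of 16934 photon barcodes (0.295%, 0.219 to 0.389) and 54 of 15325 proton barcodes (0.352%, 0.265 to 0.460). Because cycle genes define this cluster and also differed between the libraries, the clustering was repeated without mitochondrial, nuclear retained and cycle genes. The shares were then 1.00%, 0.183% and 0.254%. They moved most when at least 2500 genes were required, to 9.05%, 3.67% and 6.16%, and remained lower in both irradiated libraries under each of the 11 alternatives that gave such a cluster. Of the barcodes with a Malat1 share of at least 1%, 6.15% (4.77 to 7.79) of control, 3.03% (2.24 to 4.00) of photon and 3.57% (2.65 to 4.69) of proton barcodes were cycling-like.

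Within the cycling-like barcodes Notch1 had log2 ratios of 0.87 (0.55 to 1.2) after photons and 1.11 (0.80 to 1.42) after protons, from 145 UMIs in the control, 178 after photons and 220 after protons. The intervals of ratios within this class do not include the spread between its 71 control, 50 photon and 54 proton barcodes. The ratios of Hes1 were 1.43 (0.81 to 2.07) and 1.80 (1.21 to 2.40), and those of Sox9 0.75 (0.21 to 1.29) and 0.58 (0.033 to 1.13). After thinning to 1000 UMIs the Notch1 ratios were 0.62 (-0.22 to 1.46) and 0.70 (-0.10 to 1.52), and those of Hes1 1.495 (-0.020 to 3.17) and 0.39 (-1.49 to 2.27), from 6 control, 12 photon and 6 proton UMIs. Those of Sox9 were then 1.22 (-1.10 to 3.80) and 2.11 (0.17 to 4.49), from 3, 5 and 10 UMIs, and with at least 500 genes 0.49 (-0.17 to 1.13) and 0.40 (-0.22 to 1.005). The cycling-like barcodes used had median depths of 8637, 8167 and 8166 UMIs before thinning, so thinning mainly cut the counts and widened the intervals. With at least 500 genes Notch1 was at 0.65 (0.26 to 1.03) and 0.92 (0.57 to 1.26) and Hes1 at 1.88 (1.19 to 2.59) and 2.235 (1.61 to 2.895). At a Leiden resolution of 1.5 they were at 0.51 (0.22 to 0.80) and 0.85 (0.58 to 1.12), and at 1.30 (0.79 to 1.83) and 1.76 (1.27 to 2.27). The class there held 2 clusters with 415 control, 363 photon and 327 proton barcodes, but only 194, 212 and 260 Notch1 UMIs. It was thus a much larger class whose further barcodes brought few Notch1 UMIs. At 1000 UMIs Hes1 was detected in 9.86% (4.06 to 19.3), 10.0% (3.33 to 21.8) and 18.5% (9.26 to 31.4) of the cycling-like barcodes, against 4.20%, 9.57% and 10.6% of those in clusters 1 and 2. These shares (7 of 71 control and 10 of 54 proton barcodes) rest on another random thinning than the Hes1 ratios, which had 6 UMIs in each. Thinned ratios from so few UMIs therefore depend on the draw, among them the 0.39 of Hes1 and those of Sox9 and Itgb4. At 1000 UMIs per barcode, Notch1 was detected in 21 of 71 control (29.6%), 15 of 50 photon and 16 of 54 proton barcodes (29.6%), so no difference in the share of barcodes with a UMI was detectable at this depth. Hmga2 was at 0.70 (0.30 to 1.09) and -0.16 (-0.62 to 0.30), Itgb4 at -0.70 (-1.25 to -0.17) and -0.99 (-1.58 to -0.43), and Itgb1 at 0.27 (0.044 to 0.49) and -0.69 (-0.96 to -0.42). The photon ratios of Itgb1 and Itgb4 changed sign after thinning to 1000 UMIs (-0.028 and 0.090), and the wider intervals of Hmga2, Itgb1 and Itgb4 after thinning included 0 in both libraries. The photon intervals of Itgb1 and Itgb4 also did so at a Leiden resolution of 1.5. With at least 500 genes that of Itgb4 did so (-0.41, -1.03 to 0.17) and that of Itgb1 did not (0.46, 0.21 to 0.70). For Jag1 (0.34 and -0.38), Jag2 (-0.17 and 0.18) and Cd44 (-0.092 and -0.31) the intervals included 0, but with at least 500 genes the proton ratio of Jag1 was -1.64 (-2.95 to -0.50), from 7 against 37 UMIs.

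To compare detection at equal depth, each barcode was thinned to 1000 UMIs, which left out 3930 control, 6942 photon and 8559 proton barcodes. The barcodes used still differed in their own depth, with medians of 4564, 1238 and 1266 UMIs. They also differed in their mix. Clusters 1 and 2 gave 500 of 2564 control, 6638 of 9992 photon and 3667 of 6766 proton barcodes, so shares over all barcodes also depend on this mix. Notch1 was then detected in 14.2% (12.9 to 15.7) of control, 14.9% (14.2 to 15.6) of photon and 16.8% (15.9 to 17.7) of proton barcodes, and in 22.0%, 19.6% and 20.2% without thinning. The unthinned order runs against the CPM and is not read as a difference. These shares moved most at 2000 UMIs, to 23.9%, 31.6% and 34.2%. In clusters 1 and 2, with little Malat1, Notch1 was detected in 11.6%, 12.6% and 13.1% of barcodes (median 1076, 1144 and 1089 UMIs), which would be the background if these are droplets without a cell, a point that was not settled. Among barcodes with a Malat1 share of at least 1% the shares were 18.8% (16.4 to 21.3), 26.9% (24.7 to 29.2) and 30.4% (27.9 to 32.9), at median depths of 5970, 4685 and 5421 UMIs. Hes1 was detected in 5.09%, 10.2% and 8.95% of these barcodes and in 4.20%, 9.57% and 10.6% of those in clusters 1 and 2, so its shares were not above this level beyond counting error. The same held for Aqp5, with 1.60%, 0.859% and 0.373% against 3.4%, 0.844% and 0.736%, for Cd44, with 8.68%, 11.2% and 9.77% against 13.2%, 10.55% and 11.5%, and for Mki67, with 2.89%, 0.595% and 0.671% against 2.6%, 1.04% and 1.01%. Sox9 was in 9.68%, 15.2% and 16.4% against 9.4%, 11.3% and 11.04%, above it after photons and protons, and Jag1 in 8.78%, 9.58% and 9.25% against 3.4%, 3.33% and 3.46%, above it in each library. Over all barcodes at 1000 UMIs Hes1 was in 5.15%, 9.76% and 10.8%, Jag1 in 8.46%, 5.66% and 7.01%, Sox9 in 7.88%, 11.1% and 11.2%, Cd44 in 8.35%, 9.80% and 9.98%, Aqp5 in 2.54%, 0.891% and 0.754%, and Mki67 in 2.03%, 0.841% and 0.783%. The order of the Jag1 shares over all barcodes thus differed from that at a Malat1 share of at least 1%, where the 3 intervals overlapped.

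The study sorted cells on the surface proteins encoded by Cd24a and Itgb1, so their co-detection was examined. In the control 97 of 2564 barcodes held both at 1000 UMIs (3.78%), 0.941 (0.766 to 1.14) times the product of the single shares. The ratio was 1.02 (0.944 to 1.10) after photons, 0.962 (0.870 to 1.06) after protons and 0.923 (0.833 to 1.02) in 11-day mSGOs, and 3.11 (1.61 to 5.42) in fresh tissue, where it rested on 12 barcodes. Among barcodes with a Malat1 share of at least 1% the photon ratio was 0.776 (0.620 to 0.959) and the tissue ratio 1.73 (0.802 to 3.20), from 9 barcodes. Without thinning the 7-day ratios were 1.30, 1.17 and 1.235, and the 26 tissue barcodes with at least 2500 genes are too few for this ratio. Krt14 and Krt8 were found together at 0.913 (0.860 to 0.968) times the product in 11-day mSGOs. For the 7-day libraries this ratio says nothing, because Krt14 was in 97.8%, 99.4% and 98.9% of the barcodes. None of 1387 tissue barcodes held both, which allows a share of up to 0.216%, but with 0.0380% expected this count says nothing about their association.

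**Figure D4:**
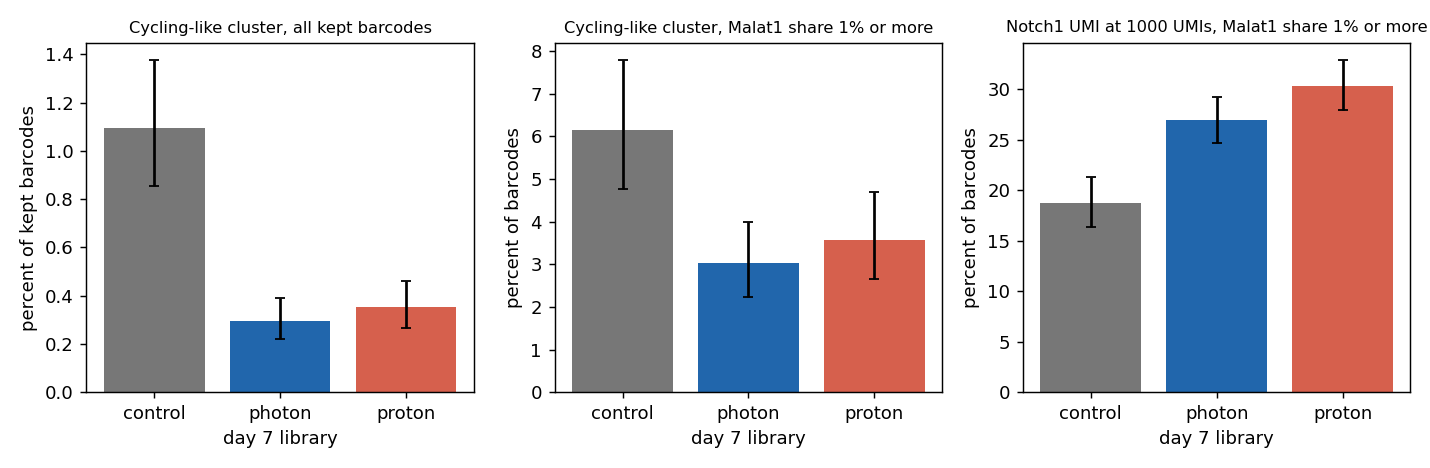
Percent of barcodes in the control, photon and proton libraries that are cycling-like (of all kept barcodes and of those with a Malat1 share of at least 1%) and that hold a Notch1 UMI at 1000 UMIs (Malat1 share of at least 1%), with bars for exact 95% binomial intervals. The cycling-like shares are highest in the control (1.09% and 6.15%), whereas the Notch1 share is highest after protons (30.4%).

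To follow maturation, 11-day mSGOs were compared with 7-day control mSGOs over the genes in both gene lists. Age and batch cannot be told apart here, since the 11-day library came from other animals and another run. Over 6623 genes the median log2 ratio was 0.97, which fell to -0.056 with median-of-ratios scaling and to -0.030 with TMM factors, and only 24.2% of genes lay within 0.5 of no change. The ratio followed the total intron length of a gene (Spearman 0.595 across 6611 genes), unlike the photon and proton ratios (0.123 and 0.138). Genes with over 30000 bases of intron had a median of 1.81, genes with 3000 to 30000 bases 0.55, genes with under 3000 bases 0.082 and genes without an intron 0.34. Changes are therefore also given relative to the median of all genes. Genes with long introns raise that median, so values relative to it are too low for genes with short introns and too high for those with long introns, and both are uncertain. Lists are also compared with random lists matched on level and intron length.

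**Figure D5:**
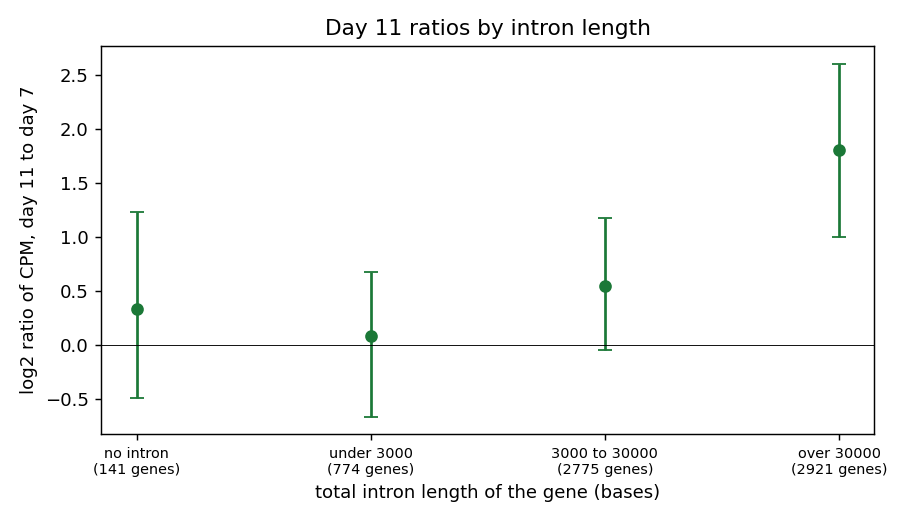
Median log2 ratio of 11-day to 7-day mSGOs (y axis) for genes grouped by total intron length in bases (x axis), with bars from the lower to the upper quartile of the genes. The medians are 0.34 for 141 genes without an intron, 0.082 for 774 under 3000 bases, 0.55 for 2775 from 3000 to 30000 bases and 1.81 for 2921 above.

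Pro-acinar markers had a median log2 ratio of 2.82 (2.58 to 3.05), or 1.86 relative to all genes, with 4 of 5 genes higher and a percentile of 99.1. The mean of each barcode's own CPM moved it most, to 1.40. Among lists that were also matched on intron length the percentile was 95.5, and 93.2 to 95.9 with other bins and seeds. Within this list, Chrm3 (ENSMUSG00000046159, chromosome 13, 9925522 to 10410883) rose from 13 to 3341 UMIs (log2 ratio 5.86, 5.45 to 6.20) and has 479109 bases of intron, Alcam had a ratio of 3.05 and Clcn3 of 1.83, while Aqp5 was lower (-1.14, -1.32 to -0.95). G2/M genes had a median of -1.62 (-2.59 relative to all genes, -2.61 relative to matched lists, 22 of 22 lower) and S phase genes of 0.24 (-0.72 and -0.62). Interferon response genes were at 1.98 (1.01 relative to all genes, 1.27 relative to matched lists, 21 of 21 higher, percentile 99.99) and mitochondrially encoded genes at 1.55 (0.58 relative). The dissociation stress list was at -0.48, with 12 of 18 genes lower and a percentile of 0.0500 among lists matched on level alone. Basal duct genes had a median of -0.45, or -1.42 relative to all genes, but only -0.48 relative to matched lists, at percentile 12.1, so the list was not extreme among them. Its members included Krt14 at -1.83 (-1.85 to -1.82) and Krt5 at -0.86 (-0.88 to -0.83). The Notch pathway list was at 0.49 (-0.48 relative to all genes, -0.66 relative to matched lists) and changed sign relative to all genes with at least 2500 genes (0.042). Of the markers of myoepithelial-like cells, Trp63 had a ratio of 1.32 (0.36 relative, -0.11 among barcodes with a Malat1 share of at least 1%), Csrp1 of 0.34 (-0.62 relative), Sparc of 0.72 (-0.24 relative, 0.28 after thinning) and Lgals7 of -2.06 (-3.02 relative). Krt8 and Krt7 were at 0.19 and 0.30 (-0.77 and -0.67 relative), Sox9 at 0.48 (-0.49), Cd164 at 0.43 (-0.54) and Cd24a at -0.82 (-1.79), so the first 4 were raised in CPM and lowered relative to all genes. Cd44 at 0.92 (-0.043) and Itgb1 at 0.96 (-0.0090) lay near the median of all genes and went to either side of it over the alternatives. Mki67 (-1.05, -1.25 to -0.86) and Top2a (-1.68) were lower, at -2.02 and -2.65 relative.

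The highest 11-day ratio was that of Esrrg (ENSMUSG00000026610, chromosome 1, 187340988 to 187947082), with 13664 against 2 UMIs, a log2 ratio of 8.57 (8.20 to 8.72), and it has 599887 bases of intron. It was followed by Ptprd (7.79, with 6 UMIs in the 7-day library), Atp6v0c (7.44), Nme2 (7.43) and Rnasek (7.34). Of the 8 genes that were over 100 times higher with the pseudocount of 1 CPM, Cp, Rnasek, Nme2 and Atp6v0c lie beside a feature that only the 7-day gene list holds, so their ratios are uncertain. The lowest were Cnfn (-6.73, with 5 UMIs in the 11-day library), Sprr2h (-6.51), Sprr2f (-5.86), Defb14 (-5.23) and 2610528A11Rik (-5.18). The 11-day library alone gave 15 clusters. Of its barcodes 128 (1.35%) were cycling-like, 469 (4.95%) granular- or striated-duct-like, 277 (2.92%) myoepithelial-like and 55 (0.580%) luminal-duct-like, and the other clusters stayed unnamed. The cycling-like share ranged from 0.832% to 5.945% over 12 alternatives. The myoepithelial-like share moved most with no mitochondrial limit, to 0.301%, and was absent with at least 2500 genes, the luminal-duct-like class was found under 3 of 12 alternatives (0.619% to 4.16%) and the granular- or striated-duct-like class under 6 (3.14% to 7.73%). A stem/progenitor-II-like cluster was named under 4 alternatives, with 1.05% to 1.21% of barcodes. A cluster of 215 barcodes (2.27%) had 4 luminal duct markers and a cluster of 105 (1.11%) had 3 pro-acinar markers at that fold, but none among their leading genes.

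To compare mSGOs with the gland, fresh tissue was set against the 7-day control. Over 4254 genes the median log2 ratio was -1.78, which moved to -0.72 with median-of-ratios scaling and to -0.79 with TMM factors. Mucl2 (ENSMUSG00000036925, chromosome 15, 103926121 to 103929578) alone held 3105595 of the 5925403 tissue UMIs, against 7 UMIs in the control, a log2 ratio of 18.47 (18.07 to 18.76). Basal duct genes had a median of -9.07 (-9.36 to -8.66), or -7.29 relative to all genes, with 6 of 6 genes lower. A pseudocount of 0.1 CPM moved it most, to -8.21. Krt14 (ENSMUSG00000045545, chromosome 11, 100093988 to 100098490) fell from 93626 to 34 UMIs (-9.78, -10.22 to -9.36), Krt5 from 29447 to 5 UMIs (-9.98, -10.51 to -9.29), Krt6a had a ratio of -9.54 and Krt17 of -9.76. Pro-acinar markers were higher (2.23, 4.01 relative to all genes), with Aqp5 at 2.65 (2.501 to 2.802). Interferon response genes (2.03, 3.81 relative) and mitochondrially encoded genes (1.38, 3.16 relative) were also higher relative to all genes, and G2/M genes (-2.55, -0.77 relative), p53 targets (-2.46, -0.68 relative) and stem/progenitor II markers (-3.04, -1.26 relative) lower. The dissociation stress list was at -0.17 (percentile 100, 9 genes higher and 9 lower), above the median of all genes. The epithelial-mesenchymal list was at -2.95 (percentile 0), below it. The Notch pathway list was at -1.16, which is 0.62 relative to all genes but at percentile 37.5 of random lists matched on expression, whose median was -1.05. It was thus not raised against genes of like level. Stem/progenitor I markers (-1.28, 0.50 relative, percentile 78.9) and Sox9 (-1.28, 0.50 relative) changed sign relative to all genes among barcodes with a Malat1 share of at least 1% (-0.14 for both), and Itgb1 (-2.17, -0.39 relative) with at least 500 genes (0.037). Epcam was at -2.37 (-0.59 relative), Cd24a at -1.72 (0.062), Cd164 at -0.37 (1.41), Cd44 at -2.44 (-0.66), Krt7 at -4.60 (-2.82) and Mki67 at -1.50 (0.275). The relative values of Cd24a and Mki67 changed sign under 1 and 4 alternatives.

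Scgb1b27 had 462013 UMIs in tissue and 0 in the control, which is at least 411616.5-fold higher, and Scgb2b26 and Car6 also had 0 UMIs in the control. Prol1 had 145978 UMIs in tissue and 1 in the control (log2 ratio 14.50, 14.15 to 14.59). In the other direction, Sprr2f and S100a14 had 0 UMIs in tissue, at least 6624-fold and 5823-fold lower. Adgre1, a macrophage gene, had 45 UMIs in tissue and 0 in the control (at least 40.1-fold), the endothelial gene Pecam1 had a ratio of 5.14, and Ascl3 had 47 UMIs against 2 (2.99, 2.502 to 3.184). Fresh tissue alone gave 11 clusters, with 402 acinar-like (28.7%), 239 erythrocyte-like (17.05%), 137 endothelial-like (9.77%), 104 granular- or striated-duct-like (7.42%), 69 macrophage-like (4.92%) and 51 T- or NK-like barcodes (3.64%). Of the acinar-like barcodes 81 came from a cluster with 5 pro-acinar and 3 acinar markers at that fold, of which 1 acinar marker was among its leading genes, so their name is uncertain. These 81 had medians of 1224 genes and a Malat1 share of 1.23%. The other 321 had medians of 228 genes and a Malat1 share of 0%, and Mucl2 gave 63.8% of their UMIs. Whether those 321 were droplets without a cell was not tested, so their name is uncertain as well. The shares of the named classes depended on the clustering. The acinar-like share ranged from 8.56% with 15 principal components to 58.9% at a Leiden resolution of 0.4, and the erythrocyte-like share from 7.50% with at least 500 genes to 48.07% with 15 principal components. The endothelial-like share ranged from 5.26% to 23.6%, the granular- or striated-duct-like share from 6.54% to 16.07%, the macrophage-like share from 4.06% to 24.05% and the T- or NK-like share from 0.927% to 6.33% over the alternatives that named such a class. A pro-acinar-like class was named only with at least 500 genes (52 of 280, 18.6%). A luminal-duct-like class was named only with a Malat1 share of at least 1% (47 of 158, 29.75%). No acinar-like class was named under either. An Ascl3-duct-like class was named only with no mitochondrial limit (30 of 1920, 1.56%). Il1b was among the leading genes of the erythrocyte-like cluster. The T- or NK-like cluster was led by granzyme genes and also had 7 cycling markers at that fold. An unnamed cluster of 48 barcodes (3.42%) had 8 macrophage markers at that fold, but none among its leading genes. A Mucl2 UMI was found in all 239 erythrocyte-like barcodes used at 1000 UMIs and in all 72 of a cluster of endothelial-like barcodes, where Mucl2 gave 58.2% and 55.95% of the UMIs, so secretory transcripts of low abundance in other tissue barcodes are not read as expression. At 1000 UMIs Notch1 was detected in 0.433% (0.159 to 0.939) of tissue barcodes and in 12.0% (11.4 to 12.7) of 11-day barcodes.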

Values the study reported

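After removal of low-quality cells, the study mapped 7510 cells from its 7-day mSGOs and 11,248 cells from its 11-day mSGOs. It described 6 clusters in the former and 8 in the latter. From fresh salivary gland tissue it mapped 2519 cells.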

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

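The test reported in this part was chosen after the result was seen.

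Barcodes with a mitochondrial UMI share above 5% were left out of the comparisons, and their share was above that of the 7-day control by more than counting error in 3 libraries, not in the proton library. In the control they made up 3.90% (3.47 to 4.38) of the deposited barcodes, in the photon library 4.716% (4.42 to 5.03, 905 of 19189) and in the proton library 4.03% (3.75 to 4.32). In the 11-day library the share was 27.53% (26.8 to 28.3, 3927 of 14266). In fresh tissue it was 27.28% (25.3 to 29.3, 532 of 1950) of the barcodes with at least 200 genes. Of all 13547 deposited tissue barcodes, of which 11597 had fewer than 200 genes, 1939 were above 5%, which is a lower share.

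In the 11-day library these barcodes had a median ribosomal protein share of 2.124%, against 16.4% in the other barcodes, a median Malat1 share of 9.06% against 3.21%, and a median of 866 against 3078 UMIs. A candidate explanation is that such droplets held cells that had kept the nucleus and mitochondria and lost cytoplasm. In the 7-day libraries they also had a lower ribosomal protein share (16.6% against 36.2% in the control, 17.7% against 34.2% after photons) and more Malat1 (12.3% against 0.215% and 13.2% against 0.210%), but their median UMI number was higher (1725 against 904 and 1987 against 1079). In fresh tissue the ribosomal protein share was 1.68% against 2.46% and the median UMI number 3116 against 2392. The photon interval lay just above those of the control and proton libraries, and these intervals cover counting error alone, not the spread between libraries. Damage during dissociation, an effect of irradiation, the age of the mSGOs and the difference between tissue and culture all stay open and were not tested, and for the 11-day library age and batch cannot be told apart.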

How the results depend on the processing

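The alternatives with a Malat1 share of at least 1% or at least 2000 UMIs, and all alternatives for proton against photon, were chosen after seeing the data. The others were fixed beforehand. Values are log2 ratios relative to the median of all genes unless another unit is named. No paired analysis was possible because each group has 1 library. A value counts as moved where it left the 95% counting interval of the main value, and as reversed where it changed a sign that this interval excluded. For the changes below the cause was not tested, except that barcode numbers follow from the limits themselves. Notch1 shares at 500 and 2000 UMIs differ in both the depth and the barcodes used.

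Requiring at least 500 genes kept 2540 control, 10087 photon, 8157 proton and 280 tissue barcodes. Requiring at least 2500 kept 199 control, 245 photon, 211 proton, 26 tissue and 841 11-day barcodes. A Malat1 share of at least 1% left 1040 control, 1584 photon, 1373 proton and 158 tissue barcodes, and a minimum of 2000 UMIs left 1910 control, 2794 photon and 2700 proton barcodes. The other 24 of 40 numbers of kept barcodes stayed within 1.5 times of the main number. With 26 tissue barcodes no clustering was made, and a Leiden resolution of 0.4 gave no cycling-like cluster in the merged libraries, so these alternatives have no value.

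The basal duct list of photon against control changed sign to -0.034 with at least 2500 genes, -0.00097 with 200 to 2500 genes, -0.0077 with a mitochondrial share of at most 10%, -0.0098 with no mitochondrial limit, -0.040 when thinned to 1000 UMIs and -0.050 with at least 2000 UMIs. Mitochondrially encoded genes changed sign in the photon library to 0.43 with at least 2500 genes, 0.095 with a mitochondrial share of at most 10%, 0.17 with no such limit, 0.33 with a Malat1 share of at least 1% (0.3347) and 0.33 with at least 2000 UMIs (0.3324). In the proton library they changed sign to 0.43 with at least 2500 genes (0.4290), 0.10 with no mitochondrial limit (0.1016), 0.30 with a Malat1 share of at least 1% and 0.23 with at least 2000 UMIs. Nuclear retained transcripts of the photon library became 0.22 with a Malat1 share of at least 1% and 0.21 with at least 2000 UMIs. The Notch pathway list of the photon library moved to 0.10 (0.1042) with a Malat1 share of at least 1%. Notch1 after photons became -0.015 when thinned to 1000 UMIs. Jag1 after photons became 0.19 with at least 2500 genes, 0.27 with a Malat1 share of at least 1% and 0.043 with at least 2000 UMIs. In the proton library a Malat1 share of at least 1% reversed the basal duct list (0.056), dissociation stress genes (0.018), Jag2 (0.072) and Itgb4 (0.097), and a minimum of 2500 genes reversed Cd44 (-0.020).

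For proton against photon, a minimum of 2500 genes reversed interferon response genes (0.10, 0.1006), the Notch pathway list (-0.065), Jag1 (-0.065) and Sprr2i (1.23). Thinning to 1000 UMIs moved the Notch pathway list to 0.18 and reversed nuclear retained transcripts (0.16) and Itgb4 (0.069). A Malat1 share of at least 1% moved the Notch pathway list to 0.0034 and reversed Hes1 (-0.0088).

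For 11-day against 7-day mSGOs, the pro-acinar list moved to 1.60 with at least 2500 genes (1.602), 1.40 with a mean of each barcode's own CPM, 1.55 when thinned to 1000 UMIs and 2.11 with at least 2000 UMIs. A minimum of 2500 genes reversed the Notch pathway list (0.042) and Trp63 (-0.063). A Malat1 share of at least 1% reversed nuclear retained transcripts (-0.60), stem/progenitor II markers (-0.067) and Trp63 (-0.11), and thinning reversed nuclear retained transcripts (-0.0066) and Sparc (0.28). For fresh tissue, basal duct genes moved to -7.59 with at least 500 genes (-7.594), -7.58 with median-of-ratios size factors and -8.21 with a pseudocount of 0.1 CPM. A minimum of 2500 genes reversed myoepithelial genes (-1.41), and a Malat1 share of at least 1% reversed stem/progenitor I markers (-0.14), Sox9 (-0.14) and Itgb1 (0.061), which at least 500 genes also reversed (0.037).

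The correlation of photon and proton ratios, whose main value is 0.787, was 0.793 with at least 500 genes, 0.711 with at least 2500, 0.799 with 200 to 2500, 0.788 with a mitochondrial share of at most 10%, 0.791 (0.7911) with no such limit and also with doublets kept, 0.787 with median-of-ratios size factors (0.7874), TMM factors (0.7872) and without mitochondrial and nuclear retained transcripts (0.7866), 0.822 when thinned (0.8215), 0.788 with a pseudocount of 0.1 CPM (0.7879), 0.735 with a Malat1 share of at least 1% and 0.764 with at least 2000 UMIs. A range for unchanged libraries was simulated for the Malat1 alternative alone (0.521 to 0.598 with counting error), so the other values have none of their own. Resampling of counts lowers this correlation, so its interval ends at the main value and changes in the fourth digit count as moved.

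The cycling-like share of the control, photon and proton libraries was 6.39%, 2.14% and 2.13% at a Leiden resolution of 1.5, 9.05%, 3.67% and 6.16% with at least 2500 genes, 0.681%, 0.201% and 0.198% with 200 to 2500 genes, 0.742%, 0.120% and 0.151% with doublets kept, 5.87%, 2.72% and 3.42% with a Malat1 share of at least 1%, and 3.72%, 1.90% and 1.96% with at least 2000 UMIs. With at least 500 genes it moved to 2.598% in the control and 0.478% in the proton library, and without mitochondrial, nuclear retained and cycle genes to 0.183% in the photon and 0.254% in the proton library. The class at a Leiden resolution of 1.5 was made of 2 clusters with 415 control, 363 photon and 327 proton barcodes. In the cycling-like barcodes thinning reversed the photon ratios of Itgb1 (-0.028) and Itgb4 (0.090).

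Notch1 was detected in 5.91% of control, 7.70% of photon and 8.07% of proton barcodes at 500 UMIs, in 23.9%, 31.6% and 34.2% at 2000 UMIs, and in 22.0%, 19.6% and 20.2% without thinning. With a Malat1 share of at least 1% the shares were 18.6%, 26.9% and 31.3%, and among barcodes with at least 2000 UMIs 12.6%, 19.0% and 18.8%. The 18.8%, 26.9% and 30.4% given in the results for a Malat1 share of at least 1% come from another random draw of UMIs from the same barcodes. Photon and proton shares were 16.7% and 18.5% with a mitochondrial share of at most 10% and 17.0% and 18.7% with no such limit. The photon share was 17.55% with at least 2500 genes and the proton share 15.8% with doublets kept.

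Among the other results, 139 of 196 values of lists after photons and 131 of 196 after protons stayed within the counting interval of the main value, while 44 and 59 left it without a reversal. For proton against photon, the 11-day and the tissue comparison 39, 69 and 65 of 210 values moved. Of the gene values, 54 and 53 of 266 moved after photons and protons, 41 of 266 for proton against photon, 144 of 406 for 11-day mSGOs, 128 of 322 for tissue and 8 of 54 within cycling-like barcodes, and 93 of 198 detection shares of other genes moved. Of the shares of named classes within the 7-day control, 11-day or tissue library alone, 46 of 100 moved, and each of the 9 alternatives that named an acinar-like class moved its share. Of the ratios of co-detection 9 of 64 moved, leaving out those with fewer than 3 expected barcodes, a limit set after the values were seen. p53 target genes stayed within their interval under all 14 alternatives in both irradiated libraries, from 0.28 to 0.45 after photons and from 0.36 to 0.47 after protons. Interferon response genes kept their direction under all 14 alternatives in both irradiated libraries, from 1.10 to 1.82 after photons and from 1.11 to 1.74 after protons, and G2/M genes from -0.98 to -0.73 and from -1.13 to -0.74. The low depth of the 7-day barcodes limits the detection shares, since 3930 control, 6942 photon and 8559 proton barcodes had fewer than 1000 UMIs, and the ratios within cycling-like barcodes, which rest on 71, 50 and 54 barcodes.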

Other observations

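The tests of the barcodes with few UMIs or little Malat1, of p53 and G2/M genes, of the correlation, of a control low in interferon response genes, of the gene list and of near-identical genes were chosen after the result was seen. The matching bins and seeds for the pro-acinar markers, the reading of the variance ratios, the comparison of Malat1 shares with cluster 3 as well as cluster 4 and the use of the measured spread in the test of a shared control were also settled afterwards.

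Most kept barcodes of the 7-day libraries lay in clusters 1 and 2, with few UMIs and little Malat1. If these barcodes were cells read at a lower depth, their Malat1 share would be that of deeper barcodes. The highest of the 3 libraries' median shares in these clusters was 0.2116%, which lies below the 3.49%, 4.38% and 4.97% of cluster 4 but above the 0.0388%, 0.0989% and 0.0565% of cluster 3, and both of these clusters are deeper. The Malat1 shares alone therefore leave a lower depth open. The median mitochondrial shares of clusters 1 and 2 were 0.164%, 0.155% and 0.129% in the control, photon and proton libraries. They were 0.573%, 0.441% and 0.486% in cluster 3 and 1.40%, 1.79% and 1.73% in cluster 4. Reading the same cells at a lower depth would not lower this share. These values argue against a lower depth as the whole cause for clusters 1 and 2. Free RNA in droplets without a cell may account for these barcodes. In that case counts should vary between barcodes no more than random draws from 1 profile. The highest ratio of observed to random variance in clusters 1 and 2 was 1.032, in the control, where random draws gave 0.993 to 1.003. In cluster 4 the ratios were 1.11, 1.12 and 1.10. The ratio is close to 1 and still above the random range, so droplets without a cell and cells without a nucleus cannot be told apart. Cluster 3 held medians of 4857, 2596 and 2844 UMIs per barcode in the control, photon and proton libraries. Its lowest ratio of variances was 1.013, in the control, where random draws reached 1.006, which leaves free RNA open for it too. No biological explanation was tested for either group of barcodes.

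p53 target genes were higher and G2/M genes lower in both irradiated libraries, while the control held a larger share of barcodes with much Malat1. Among barcodes with a Malat1 share of at least 1% the p53 medians were 0.3652 after photons and 0.48 after protons, and the G2/M medians -0.91 and -1.09, with medians of all genes of 0.044 and 0.036. The list value closest to the median of all genes, 0.3652, kept its distance from it. This argues against the control's larger share of barcodes with much Malat1 as the whole cause. Other differences in makeup were not tested. Among these barcodes 6.15% of control, 3.03% of photon and 3.57% of proton barcodes were cycling-like, which bears on the G2/M genes. An effect of irradiation stays open as a hypothesis, as does a difference between single cultures, which 1 library per group leaves untested.

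The photon and proton ratios moved together across genes. Had the shared control been the cause with an equal spread in every library, the SD of the photon ratio would be at most 0.193, but it was 0.2671. Among barcodes with a Malat1 share of at least 1% the correlation was 0.7349, above the 0.521 to 0.598 of unchanged libraries simulated from these barcodes with counting error alone and the 0.488 to 0.538 with a spread of their own. The SD of the photon ratio there was 0.284, where an equal spread allows 0.2365. Both argue against the share of barcodes with little Malat1 as the whole cause. A control library that differed from the others for a reason other than irradiation may also give such a correlation. The photon ratio had a correlation of 0.2719 with the 11-day ratio to the same control. That library differs in age, batch and counting, so it does not replace a further control of the same day, and irradiation and an odd control cannot be told apart.

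Interferon response genes were higher in both irradiated libraries. Without the 2% of barcodes with the highest share of these genes, which held 6.52% of the list's UMIs in the control, 17.9% after photons and 17.5% after protons, the smaller of both list medians was 0.9989 and the other 1.14. This argues against a few barcodes with a high share of these genes as the whole cause. RNA of a few cells that spread as free RNA would remain after this step, so it stays open. When barcodes of the merged libraries with a Malat1 share of at least 1% were clustered alone, an unnamed cluster was led by Rsad2, Ifi44 and Ifit3. It held 8 control (0.769%), 28 photon (1.77%) and 29 proton barcodes (2.11%). RNA from immune cells stays open. The log2 ratio of the summed immune markers was 0.7783 after photons and 0.56 after protons, and Cd68 gave 230 of 250, 720 of 754 and 571 of 589 of their UMIs, so the rise rests on 1 gene. Trbc2, the most abundant T or NK cell marker, had 9, 25 and 9 UMIs and Cd79a, the most abundant B cell marker, 1, 1 and 2. A control library low in these genes for another reason could also give the pattern. The 11-day mSGOs, which were not irradiated, exceeded this control by 1.009 more than the median of all genes, and the list median was 22.6 CPM there and 13.8 CPM in fresh tissue. Irradiation and a low control cannot be told apart with 1 control library of that day.

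Most genes were higher in the 11-day library. The headers name another software version for it than for the 7-day files, and a candidate explanation is that reads in introns were counted there alone. The ratio rose with the intron length of a gene (Spearman 0.5952 across genes, which are not independent replicates, against 0.123 for photon and 0.138 for proton). The median log2 ratio was 0.34 for genes without introns, 0.082 below 3000 bases of intron, 0.55 from 3000 to 30000 and 1.81 above. For pro-acinar markers the same explanation stays open, since their median lay at percentile 95.46 among lists matched on level and intron length, and at 93.2 to 95.9 over 15 other choices of bins and seeds. Matched in this way, the median was at percentile 100 for interferon response, 0 for G2/M, 0.370 for S phase, 2.56 for Notch pathway, 12.1 for basal duct, 66.3 for myoepithelial, 54.2 for luminal duct, 42.1 for stem/progenitor I and 36.3 for stem/progenitor II genes. Of the 8 genes over 100 times higher in the 11-day library with the pseudocount of 1 CPM, 50.00% (15.7 to 84.3) lie beside 1 of the 647 features that only the 7-day gene list holds, against 9.28% of the other genes. Without a pseudocount 56 genes were over 100 times higher, and 15 of them (26.8%, 15.8 to 40.3) lie beside such a feature, against 9.18% of the others. The loss of overlapping genes from the later list may therefore have raised Cp, Rnasek, Nme2 and Atp6v0c, while Esrrg, Ptprd, Rpl27 and Angpt1 do not lie beside such a feature. Age and batch cannot be told apart in this comparison, and maturation stays open as untested.

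Stem/progenitor II markers were higher in cluster 5 of the merged 7-day libraries than in the other barcodes, with a median log2 ratio of 0.54 at percentile 97.2 among lists matched on level. Cluster 5 had a median Malat1 share of 15.2%. Among lists also matched on intron length the percentile was 72.86, so barcodes rich in unspliced and retained transcripts are a candidate explanation. No biological explanation was tested.

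Of the 50 largest differences between the proton and photon libraries, 34.00% (21.2 to 48.8) were ribosomal protein genes, gene copies or unnamed gene models, against 2.54% of all genes. Reads shared between near-identical genes, split in another way in each library, may explain these differences. Why the split would differ was not tested, and an effect of the radiation type on these genes stays open as untested.

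In fresh tissue Mucl2 was found in all barcodes of each of the 11 clusters after thinning to 1000 UMIs, and before thinning held from 11.3% to 63.8% of a cluster's UMIs.

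The deposited 7-day control matrix held 7151 barcodes before filtering. That is lower than the number of 7-day cells quoted from the study above, and the kept 7-day and 11-day barcodes were also fewer than the quoted cells. Fresh tissue gave 1402 barcodes after filtering. That is lower than the number of tissue cells quoted from the study above. The 11-day library gave 15 clusters, the smallest with 31 barcodes. That is higher than the number of 11-day clusters quoted from the study above. The 7-day control alone gave 6 clusters, which is the quoted number. The study chose principal components per sample and left out small clusters without significant markers, so cluster numbers are not compared like for like.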
